# Sex influences susceptibility to methamphetamine cardiomyopathy in mice

**DOI:** 10.14814/phy2.14036

**Published:** 2019-03-19

**Authors:** Marie C. Marcinko, April L. Darrow, Aaron J. Tuia, Ralph V. Shohet

**Keywords:** Cardiomyopathy, gender, methamphetamine, transcription

## Abstract

In this study, we created a mouse model of methamphetamine cardiomyopathy that reproduces the chronic, progressive dosing commonly encountered in addicted subjects. We gradually increased the quantity of methamphetamine given to C57Bl/6 mice from 5 to 40 mg/kg over 2 or 5 months during two study periods. At the fifth month, heart weight was increased, echocardiograms showed a dilated cardiomyopathy and survival was lower in males, with less effect in females. Interestingly, these findings correspond to previous observations in human patients, suggesting greater male susceptibility to the effects of methamphetamine on the heart. Transcriptional analysis showed changes in genes dysregulated in previous methamphetamine neurological studies as well as many that likely play a role in cardiac response to this toxic stress. We expect that a deeper understanding of the molecular biology of methamphetamine exposure in the heart will provide insights into the mechanism of cardiomyopathy in addicts and potential routes to more effective treatment.

## Introduction

Methamphetamine (Meth) is a highly toxic and addictive drug that stimulates the central nervous system by triggering the release and inhibiting the reuptake of norepinephrine and dopamine, leading to a variety of excitatory neurologic responses. The dopaminergic stimulation may contribute to the sense of euphoria and the adrenergic effects to the heightened alertness that are hallmarks of the drug. The physiological and pharmacological study of methamphetamine has focused on the neuropsychological effects of the drug. However, the adrenergic stimulation also affects cardiovascular tissues and hemodynamic effects are readily seen at the doses commonly used in humans. Cardiovascular toxicity has been recognized for over 30 years and high catecholamine levels are known to be cardiotoxic, causing narrowing and spasm of the blood vessels, tachycardia, hypertension, stroke, and cardiomyocyte death. These findings are well‐recognized as acute effects of methamphetamine intoxication. In addition, chronic abuse at high levels of the drug addiction can also lead to a dilated cardiomyopathy, often of remarkable severity.

Cardiomyopathy is a common cause of death among long‐term addicts and appears to be on the rise as the average duration of drug use increases (Herbeck et al. 2015). Presentation is gradual and insidious with typical symptoms of biventricular heart failure. Long‐term studies of chronic methamphetamine abuse have suggested a strong relationship between duration of drug use and cardiomyopathy (Kaye et al. 2007). It appears that these individuals are also at risk for accelerated development of coronary artery disease. Ventricular dysfunction rarely improves upon discontinuation of the drug or the addition of medical therapies (Jacobs 1989; Lopez et al. 2009).

How this drug causes cardiomyopathy is not known, but more progress has been made in understanding the mechanism of neurotoxicity in chronic methamphetamine abuse (Tata and Yamamoto 2007). Such use produces long‐lasting deficits in dopamine and serotonin nerve terminals with signs of axonal degeneration (Yamamoto et al. 2010). High doses of methamphetamine produce an increase in extracellular and intracellular dopamine that can rapidly auto‐oxidize to form potentially toxic substances (Yamamoto et al. 2010) (Krasnova and Cadet 2009). It is this oxidation, as well as elevated levels of glutamate and mitochondrial dysfunction, that is thought to damage dopamine terminals and thus neurons (Tata and Yamamoto 2007; Krasnova and Cadet 2009).

Human studies demonstrate that males have greater dopamine release than women in response to methamphetamine, and may exhibit an increase in the degree of toxicity, suggested by a higher incidence of emergency department‐related deaths involving meth (Dluzen and Liu 2008). In rodent studies, male mice also display greater meth‐induced neurotoxicity than females (Wagner et al. 1993; Bourque et al. 2011).

These differences may result from estrogen. It has been reported that exogenous estrogen preserves striatal dopamine concentrations in gonadectomized female mice following meth administration (Dluzen and McDermott 2000). A similar neuroprotective response has been seen in estrogen‐treated intact female mice (Dluzen and McDermott 2002). This neuroprotective effect occurs quickly and may be related to estrogen inhibiting meth uptake in the brain (Dluzen and McDermott 2006). Conversely, no neuroprotection by estrogen against meth was evident in either intact or gonadectomized male mice, suggesting that testosterone may increase neurotoxicity (Dluzen and McDermott 2006).

Compared to the brain, there has been little investigation of methamphetamine toxicity in the heart. It has been recognized that high doses of meth can cause vasoconstriction, myocardial infarction and fibrosis (Yu et al. 2002). In addition, meth directly depresses contractile function, intracellular Ca^+2^ handling and adrenergic response in isolated cardiomyocytes (Turdi et al. 2009). These early studies do not explore the long‐term effects of meth exposure. Since human cardiomyopathy appears to develop only after long‐term use at high dose, we examined the cardiac effects at 2 or 5 months of meth exposure in female and male mice. We took this opportunity to identify dysregulation of cardiac mRNA that may contribute to, or reflect, cardiac meth toxicity.

Estrogen appears to have a protective effect on the brain of meth‐treated female mice and there are recent clinical observations that men are more susceptible to cardiac damage than women from meth exposure. Therefore, we examined differences in the response of male and female mice to long‐term methamphetamine use by measurements of heart function, cardiac histology, and survival.

## Materials and Methods

### Animal treatments

C57BL/6 mice were 8‐ to 10‐week old at the beginning of this study. Mice were provided standard chow and water ad libitum and housed under a 12‐hr light/dark cycle. They were killed by CO_2_ asphyxiation for tissue extraction and histological analysis after 8 and 20 weeks. Intraperitoneal methamphetamine injections were performed weekly into the left upper quadrant of the abdomen using a 27 g needle. (+) Methamphetamine hydrochloride was purchased from Sigma Aldrich (St. Louis, MO), and dissolved in sterile phosphate‐buffered saline (PBS). The dose was gradually increased 4–5 mg per week for 8 weeks for the 2‐month study, reaching a final dose of 35 mg/kg, or 2 mg per week over 20 weeks to achieve a final dose of 40 mg/kg for the 5‐month study. Control mice were injected with PBS using the same schedule. The 2‐month study was conducted on C57BL/6 female and male mice once, whereas two distinct 5‐month trials were performed on males and one on females. All animal procedures were approved by the Institutional Animal Care and Use Committee at the University of Hawaii.

### Echocardiography

Echocardiograms were performed on unanesthetized mice. The chest area was shaved with an electric razor and depilated with Nair^®^ (Church and Dwight Co, Ewing, NJ). Echocardiograms were performed using the Vevo 2100 high‐resolution imaging system (Visual Sonics, Toronto, Ontario) using a 38 MHz transducer. Mice were acclimated to handling during the days prior to examination. Left ventricular parasternal short‐axis views were obtained from 2D B‐mode and M‐mode images just above the papillary muscles. Diastolic and systolic measurements were taken from M‐mode images containing three consecutive beats. These measurements included left ventricular internal diameter diastole and systole (LVID;s, LVID;d), ejection fraction (EF), and fractional shortening (FS). Data from these measurements were analyzed using VisualSonics software.

### Real‐time PCR

RNA was extracted from homogenized heart tissue using TriReagent^®^ (Molecular Research Center, Cincinnati, OH) following the manufacture's protocol. The RNA was further purified using an RNeasy^®^ Mini Kit (Qiagen, Hildon, Germany), quantified on the Qubit fluorometer (Invitrogen, Carlsbad, CA) and examined on a 1% agarose‐EthBr gel to confirm integrity. Single‐stranded cDNA was synthesized from 1 μg of total RNA using QScript (Quanta Biosciences, Gaithersburg, MD). The mRNA levels of selected dysregulated genes from the microarray results were evaluated by semiquantitative RT‐PCR with Roche Fast Start Universal SYBR Green (Mannheim, Germany) on a 7900HT Fast Real‐time PCR system from Applied Biosystems (Foster City, CA).

### Microarrays

After isolation and purification of RNA, Cy3 labeled nucleotides were incorporated using the Agilent low input quickamp kit (Santa Clara, CA). Individual control and methamphetamine samples from each trial were subjected to first and second strand synthesis followed by in vitro transcription to incorporate the dye into the new strand. After cleanup using the RNeasy^®^ Mini Kit (Qiagen, Hildon, Germany), the samples were hybridized onto Agilent arrays (Mouse GE 4x44K v1) following the manufacturers protocol and scanned using the Agilent G2565CA Scanner. Intensities were extracted and data analyzed using Feature Extraction and Genespring Software (Agilent, Santa Clara, CA).

### Histology

Hearts were perfused by cardiac puncture with PBS followed by 10% formalin in situ. Organs were subsequently fixed in 10% formalin at 4°C overnight and stored in 70% ethanol until embedding. Five‐micron heart sections were deparaffinized and stained with picrosirius red (0.1% sirius red in picric acid). Sections were washed and dehydrated before imaging and analysis. Review and photography were carried out on the Zeiss Axioskop2 photomicroscope with bright‐field illumination and an Olympus CCD color camera interfaced with a Scion CG‐7 frame‐digitizer‐equipped computer. Images were captured using Image J v1.23 acquisition and analysis software (Scion Corporation & NIH).

### Statistics

All results were expressed as mean ± SEM. Statistical significance was evaluated using two‐tailed paired *t*‐test between control‐ and methamphetamine‐treated mice. A value of *P* < 0.05 was considered to be significant for all analyses.

## Results

### Survival

C57Bl/6 mice, 8‐ to 10‐week old, were treated weekly with increasing doses of methamphetamine or PBS by I.P. injections for 2 and 5 months. We saw no deaths in control or methamphetamine‐treated animals after 2 months of progressively increasing treatment. In contrast, 5‐month methamphetamine treatment for both sexes (Fig. 1) showed substantial mortality, confined only to males. Fewer than 50% of males survived the 5‐month methamphetamine treatment, whereas no deaths occurred among the females.

**Figure 1:**
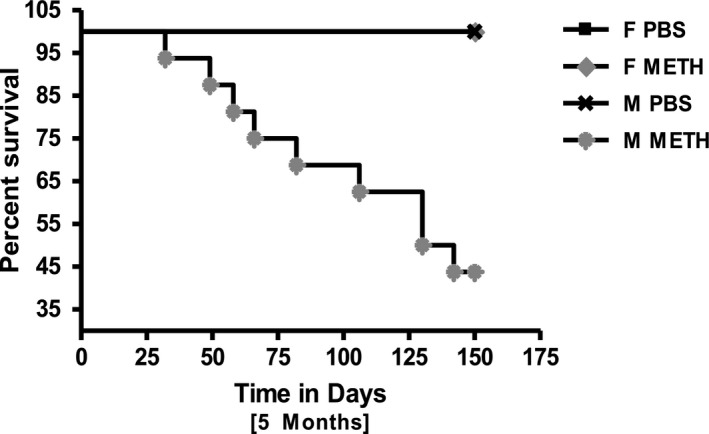
Survival curve of male PBS‐ and Meth‐treated mice (all females survived either treatment). (A) 5‐month PBS (*n* = 4F, *n* = 6M) and Meth (*n* = 7F, *n* = 16M) treated mice. The only premature mortality was seen in Meth‐treated male mice.

### Heart to body weight ratios (HW to BW)

No significant difference between HW to BW ratios in female control (5.16 ± 0.17mgs/g) and methamphetamine (5.08 ± 0.09 mgs/g) treated mice were found in the 2‐month trial. Male‐treated mice (5.89 ± 0.42 mgs/gram) exhibited a much larger change in HW to BW than their controls (4.98 ± 0.22 mgs/grams) (Fig. 2A).

**Figure 2:**
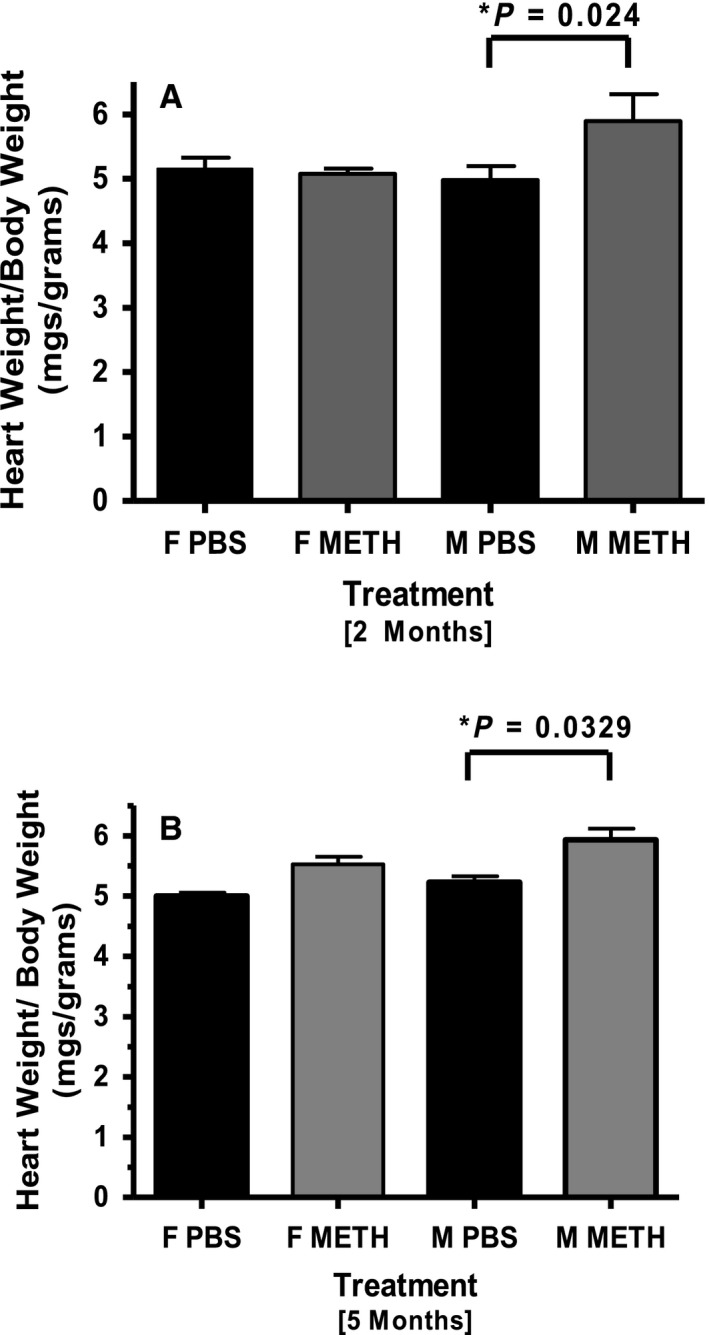
Average HW to BW ratios of PBS‐ and Meth‐treated mice. (A) 2‐month trial showed significant difference between female PBS (*n* = 3) and Meth (*n* = 5) treated mice. Conversely, Meth‐treated males (*n* = 6) had a greater average HW to BW ratio than PBS‐treated controls (*n* = 3). (B) In the 5‐month trial, a small but not statistically significant difference was found between Meth‐treated females (*n* = 7) and PBS controls (*n* = 4). The HW to BW ratio in Meth (*n* = 16) treated males was substantially higher than in males treated with PBS (*n* = 6).

In the 5‐month analysis, HW to BW ratios showed a small increase in treated females (PBS = 5.00 ± 0.60 mgs/gram and meth = 5.53 ± 0.12 mgs/gram) but this did not reach statistical significance. A larger difference that did reach statistical significance was seen in male mice (PBS = 5.23 ± 0.10 mgs/gram and meth = 5.93 ± 0.19 mgs/gram) (Fig. 2B).

Based on the survival rate and echo data from the single 2‐month study and the first 5‐month trial, we felt a larger pool of methamphetamine‐treated male mice was needed to confirm our findings. Hence, a second 5‐month trial was performed only on males, confirming the cardiac hypertrophy in these mice. No significant weight loss was observed for female or male controls, nor for treated animals during the 2‐ and 5‐month study period (data not shown).

### 2‐month echocardiography analyses

Cardiac function was evaluated by unsedated echocardiography three times during each trial. Baseline and 1‐month echo measurements were not significantly different between controls and treated animals. Therefore, only final values are shown in Table 1. At 2 months, there was a trend toward reduced FS and increased LVID in both male and female mice but only the decrease in FS in males reached statistical significance.

**Table 1:** Echocardiographic analyses of 2‐month meth treatment

	Female PBS	Female meth	*P* value	Male PBS	Male meth	*P* value
EF, %	97.2 (±0.36)	95.2 (±1.3)	0.11	97.8 (±0.51)	94.8 (±0.66)	0.12
FS, %	78.04 (±1.8)	69.09 (±2.1)	0.10	79.3 (±1.5)	68.0 (±1.5)	0.01*
LVID;d, mm	2.50 (±0.16)	2.73 (±0.08)	0.48	2.61 (±0.03)	2.75 (±0.10)	0.30
LVID;s, mm	0.55 (±0.03)	0.84 (±0.06)	0.07	0.47 (±0.08)	0.88 (±0.04)	0.05

PBS, phosphate‐buffered saline; EF, ejection fraction; FS, fractional shortening; LVID;d, left ventricular end‐diastolic internal diameter, LVID;s, left ventricular end‐systolic internal diameter. Data are expressed as mean ± SEM and analyzed using a two‐tailed paired *t* test.

### 5‐month female and male echocardiography analyses

Since we saw only modest changes after our 2‐month regimen, and the human pathology is usually seen only after prolonged use, we repeated the study for 5 months with a gradual titration of methamphetamine to a higher final dose. Measurements were taken at baseline, two and a half months and then again at 5 months. Females treated for 5 months exhibited a small but not statistically significant decrement in cardiac function compared to controls (Fig. 3A–D). There was a small decrease in EF and FS between female controls (91.7 ± 0.65%, 61.8 ± 1.2%) and meth‐treated animals (86.6 ± 1.6%, 54.9 ± 2.0%) at 5 months that did not reach statistical significance. The only statistically significant change in ventricular dimension occurred at the two and a half month time point where there was a significant increase between controls (2.6 ± 0.2 mm) and treated females (3.1 ± 0.1 mm) for the end diastolic internal diameter.

**Figure 3:**
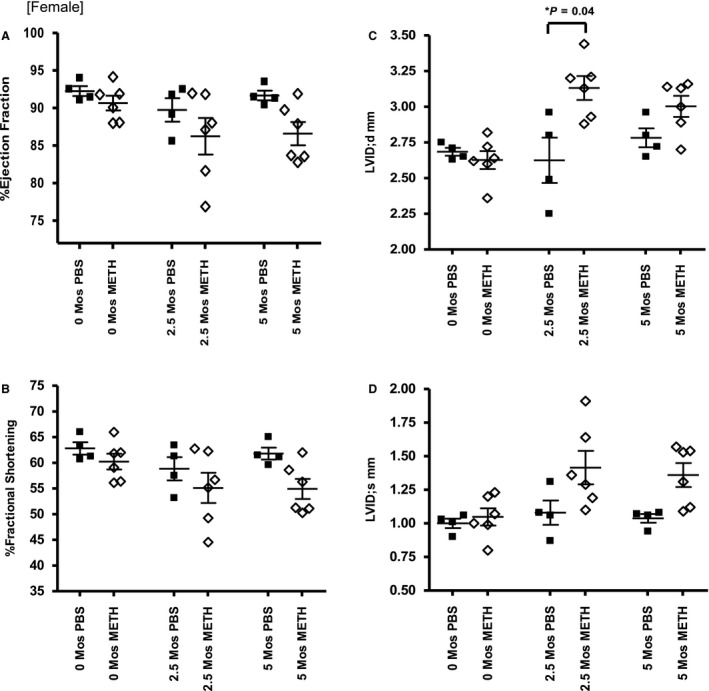
Female 5‐month echocardiography data. (A,B) EF and FS during the 5‐month studies. (C,D) LVID; d and LVID;s measurements at similar time intervals.

In contrast, males had substantial functional and structural changes in the heart (Fig. 4A–D). EF and FS measurements were significantly different between PBS (92.0 ± 0.87, 62.7 ± 1.5%) and meth (86.7 ± 1.3%, 55.3 ± 1.6%) treated mice at two and a half months and more substantial at 5 months (PBS; 90.6 ± 1.2%, 60.7 ± 1.9%, meth; 83.9 ± 1.6%. 51.8 ± 1.8%). LVID;s and LVID;d measurements of PBS (2.9 ± 0.1 mm, 1.1 ± 0.1 mm) and meth (3.2 ± 0.1 mm, 1.6 ± 0.1 mm) treated mice at 5 months dramatically increased confirming the development of dilated cardiomyopathy in the hearts of male mice.

**Figure 4:**
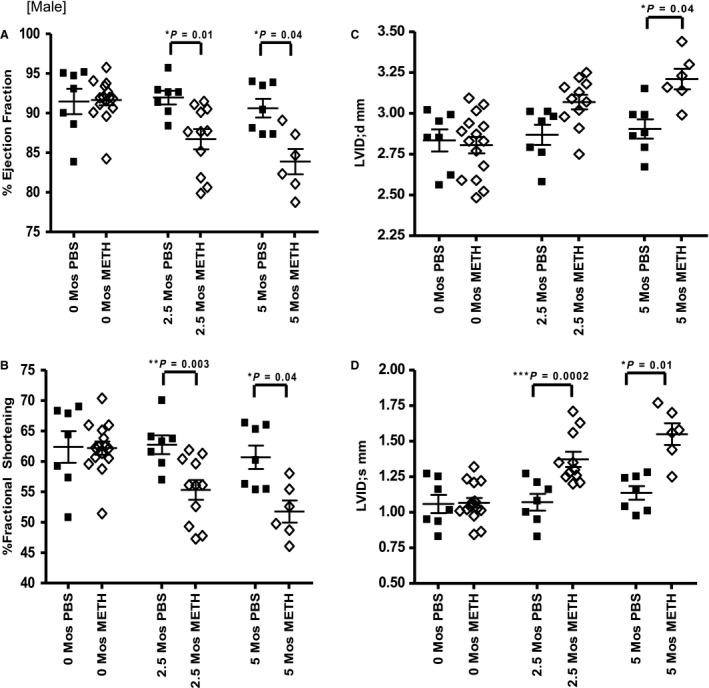
Male 5‐month echocardiography data. (A,B) EF and FS during the 5‐month studies. (C,D) LVID;d and LVID;s measurements at similar time intervals.

### Histology

Tissue sections of PBS and methamphetamine‐treated hearts are shown in Figure 5A–D. A qualitative measurement was performed to examine collagen deposition in isolated heart sections using picrosirius red. Picrosirius stains collagen fibers red; the intensity and distribution of staining reflects the level of tissue fibrosis. In panels A and B, female 5‐month control and treated heart sections show little to no fibrosis. In panels C and D there is a marked difference in male mice between the methamphetamine‐treated tissue as compared to the control, revealing substantially more fibrosis and damage. No change was observed between the PBS and treated tissue from the 2‐month study (data not shown).

**Figure 5:**
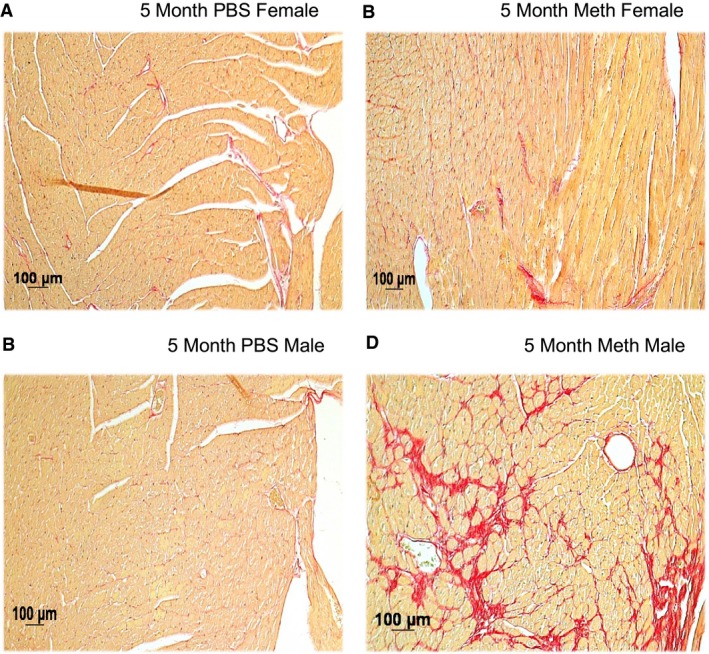
Histology of mouse hearts stained with picrosirius red. Panel B compared to A shows minimal fibrosis in Meth‐treated female mouse heart, whereas the single male mouse that survived 5 months of treatment (panel D) had substantial fibrosis.

### Microarray data and real‐time confirmation

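Heart RNA was hybridised onto 15 Agilent mouse arrays of 1 colour, taken from the numbered sample labels as 1 mouse to an array. On these arrays, the brightness of the Cy3 dye shows how much labelled RNA each probe binds. Female meth arrays 1 and 4, and 2 and 3, resembled each other. For them, 1 RNA hybridised on 2 slides cannot be excluded, so the female meth arrays may not be 4 independent mice. The arrays covered 4 males and 4 females given meth for 5 months, with a final dose of 40 mg/kg at week 20, and 4 males and 3 females given PBS on the same schedule. Each male group held 2 mice from each of the 2 male trials. All females belong to 1 trial by the paper's methods, whereas the sample labels place female meth mice 3 and 4 and female PBS mouse 3 in trial 1 in one field and in trial 2 in another. The arrays lay on 4 slides that were scanned in 3 sessions, and every slide held both treatments. Slides 1 and 2 held the trial 1 males and the first 4 females, slide 3 the trial 2 males, and slide 4 female meth mice 3 and 4 and female PBS mouse 3.

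The authors extracted spot intensities with Agilent's Feature Extraction software. The signal used here is its background-subtracted intensity, before any normalization between arrays. Of the 45018 spots on an array, 43379 were not controls, and these represented 41174 probes. The log2 signal was averaged over the spots of a probe and shifted by each array's 75th percentile, so that a normalized log2 signal of 0 equals that percentile. The 75th percentile of the signal was 323 to 424 on slides 1 to 3 and 461 to 618 on slide 4. Between 61.4% and 71.4% of the probes were well above background on an array, and the number of arrays limits the precision. The 28358 probes well above background on at least 3 arrays were tested with limma in a single fit over the 4 groups with the trial as a covariate. All tests are two-sided, and adjusted p-values are limma's after Benjamini-Hochberg adjustment, with 0.05 as the threshold. The smallest p that an exact permutation test can give here is 0.0286, both for 4 arrays against 4 and for 4 against 3. Where a transcript was not well above background on any array of a group, its fold is a lower bound for the background-subtracted signal. It sets the brighter group's mean against the dim group's mean of the lowest normalized signal among probes well above background on each array, or of the probe's own signal where that was higher, and is written as "at least". The bound carries no sampling error, and another background correction can give a value below it.

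The X-linked Xist transcript separated the sexes on all 15 arrays. Its normalized log2 signal was 3.57 ± 0.30 (SD, n = 4) in female meth hearts and 3.74 ± 0.22 (SD, n = 3) in female PBS hearts, and it was not well above background on any male array. The Y-linked transcripts Ddx3y, Eif2s3y, Kdm5d and Uty were well above background on every male array and on no female array.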

A comparison of array and real‐time expression data from a list of highly dysregulated transcripts after 5 months of meth treatment is shown in Table 2 and graphically in Figure 6. 

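In female hearts, 218 of the 28358 probes passed the threshold for meth against PBS, 58 higher and 160 lower after meth, and 3133 probes had an unadjusted p under 0.05. With the replicate number as a block, which pairs the female arrays by slide, 109 probes passed, and without female PBS replicate 2, 38 did. With the resembling female meth arrays averaged, 27 probes passed. The split by direction depended on the method: 66 were higher and 55 lower with a median shift, 21 and 7 with normexp background correction, and 30 and 30 with no trial term. The alternative that moved the count most was the methods' t-test, by which 0 probes passed after Benjamini-Hochberg adjustment, with an unadjusted p under 0.05 for 2829 probes paired and 2364 unpaired. Among 14218 genes, Bpifa1 (probe A_51_P202331) had the largest log2 fold change, 4.77 (standard error 0.69, adjusted p = 0.0108). Its normalized log2 signal was -1.64 ± 1.52 (SD, n = 4) after meth, and it was not well above background on any PBS array, so that it was at least 13.3-fold higher. All 4 meth arrays lay above all 3 PBS arrays (exact permutation test, p = 0.0286). With the replicate block its adjusted p was 0.0729, and without female PBS replicate 1 it was 0.0571.

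Reg3g (probe A_51_P354126) came next with a log2 fold change of 3.46 (standard error 0.68, adjusted p = 0.0406). It was well above background on 3 of 4 meth arrays and on no PBS array, at least 3.48-fold higher (exact permutation test, p = 0.0571). With the replicate block its adjusted p was 0.127, and it missed the threshold under 14 of 23 alternatives in limma, among them without female meth replicate 1 or 4 and without any 1 of the 3 PBS arrays. The major urinary protein transcripts Mup6 and Mup1 followed, each higher on all 4 meth arrays. Mup6 was not well above background on any PBS array and was at least 4.28-fold higher (adjusted p = 0.00794), and Mup1 had a log2 fold change of 2.86 (adjusted p = 0.0291). The adjusted p of Mup1 was 0.148 with the replicate block, and it missed the threshold without any 1 of the 7 female arrays. Cyp26b1 (probe A_51_P501844) was the lowest of all genes after meth and 5 in order of absolute log2 fold change, at -2.77 (standard error 0.75), and did not pass the threshold (adjusted p = 0.127). Its normalized log2 signals were 4.61, 2.14 and 0.69 in PBS hearts and 0.45 or less on all 4 meth arrays (exact permutation test, p = 0.0286). Without female PBS replicate 1 its log2 fold change was -1.71 (adjusted p = 0.332), and without female PBS replicate 3 it was -3.67 (adjusted p = 0.0451).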

The most highly dysregulated transcripts after meth treatment in female mice were Bpifa1/Plunc, Reg3g and Cyp26b1. The most highly dysregulated transcripts in our male mice were Bpifa1/Plunc, Cyp2a5, Scgb1a1 and Arntl. 

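In male hearts, 313 probes passed the threshold, 228 higher and 85 lower after meth, and 3618 probes had an unadjusted p under 0.05. The paired form of the methods' t-test moved this count most: 4233 probes had an unadjusted p under 0.05 and 0 passed after Benjamini-Hochberg adjustment. With each array left out in turn, between 119 and 314 probes passed, the fewest without male PBS trial 1 replicate 2. Within a trial, 85 probes passed in trial 1 and 101 in trial 2. For the difference between the trials, limma called 0 probes, and 1276 had an unadjusted p under 0.05. The 5 genes with the largest absolute log2 fold changes were Bpifa1, Cyp2a5, Scgb1a1, Reg3g and Cyp2a4, in that order. Cyp2a5 (probe A_52_P246252) had a log2 fold change of 9.66 (standard error 0.67, adjusted p = 2.21e-05) and was at least 272-fold higher. Scgb1a1 (probe A_51_P128575) had a log2 fold change of 9.29 (standard error 0.52, adjusted p = 2.89e-06), from -5.43 ± 1.00 (SD, n = 4) in PBS hearts, where it was well above background on 2 of 4 arrays, to 3.87 ± 1.09 (SD, n = 4) in meth hearts. Of 10 genes of airway epithelium that the paper does not name and that were well above background on every male PBS array, 9 were higher in the same meth hearts and 5 passed the threshold. Arntl was the lowest of all 14218 genes after meth and 51 in order of absolute log2 fold change.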

On our microarrays, Bpifa1/Plunc expression was 3.7‐fold (12.1‐fold, 3.3‐fold) higher in males as compared to females at 5 months. 

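In males, the log2 fold change of Bpifa1 was 12.13 (standard error 0.64, adjusted p = 2.89e-06). Its normalized log2 signal was 4.75 ± 1.06 (SD, n = 4) after meth, and it was not well above background on any PBS array, so that it was at least 899-fold higher. That bound, a log2 value of 9.81, holds for the background-subtracted signal only. With normexp background correction, the fitted log2 fold change of Bpifa1 in males was 7.52. The fitted male log2 fold change was 2.54 times the female one, and 3.99 times with normexp, and both rest on PBS hearts in which Bpifa1 lay below background. The difference between the sexes in the response was tested directly and came to a log2 value of 7.36 (standard error 0.94, adjusted p = 0.00762). Over all probes, 39 passed for this difference, 29 with a larger and 10 with a smaller log2 fold change in males, and 2437 had an unadjusted p under 0.05. With the replicate block, limma called 0 probes for it, and the adjusted p of Bpifa1 was 0.0782. Between meth hearts alone, males lay above females by a log2 value of 6.72 (standard error 0.72, adjusted p = 0.000371). All 4 male meth arrays were above all 4 female meth arrays (exact permutation test, p = 0.0286).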

RegIIIg (Reg‐III*γ*) was also more abundant in our females and males showing a 3.4‐fold increase in females and an 8.8‐fold increase in males. 

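The log2 fold change of Reg3g in males was 8.82 (standard error 0.63, adjusted p = 2.23e-05). Every male meth array was well above background, at 1.15, 2.98, 1.50 and 1.14, and no male PBS array was, so that Reg3g was at least 108-fold higher (exact permutation test, p = 0.0286). The log2 fold change was larger in males than in females by 5.36 (standard error 0.93), a difference that did not pass the threshold (adjusted p = 0.0527).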

Cyp26b1 was downregulated in females by ‐2.77‐fold at 5 months and Arntl was downregulated in males by ‐2.40‐fold for the same time period. 

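In males, the normalized log2 signal of Cyp26b1 was 0.78 ± 0.69 (SD, n = 4) after meth and 0.86 ± 0.83 (SD, n = 4) after PBS. Its log2 fold change there was -0.084 (standard error 0.70, adjusted p = 0.978), and its sign was the other one under 4 of 25 alternatives. Arntl (probe A_52_P267651) was -1.80 ± 0.55 (SD, n = 4) in male meth hearts and 0.60 ± 0.55 (SD, n = 4) in male PBS hearts, a log2 fold change of -2.40 (standard error 0.34, adjusted p = 0.00513). Every male meth array lay below every male PBS array (exact permutation test, p = 0.0286). The log2 fold change was -1.47 in trial 1 and -3.33 in trial 2, a difference of -1.86 that did not pass the threshold (adjusted p = 0.748). With the trial 1 arrays alone, the male adjusted p was 0.195. In females, Arntl was -1.22 ± 0.54 (SD, n = 4) after meth and 0.60 ± 0.080 (SD, n = 3) after PBS, a log2 fold change of -1.81 (standard error 0.36, adjusted p = 0.0435). The female adjusted p was 0.174 with the replicate block and missed the threshold under 17 of 24 alternatives in limma, among them without any 1 of the 7 female arrays. The log2 fold changes of Arntl in the 2 sexes differed by -0.58 (adjusted p = 0.785).

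**Figure D1:**
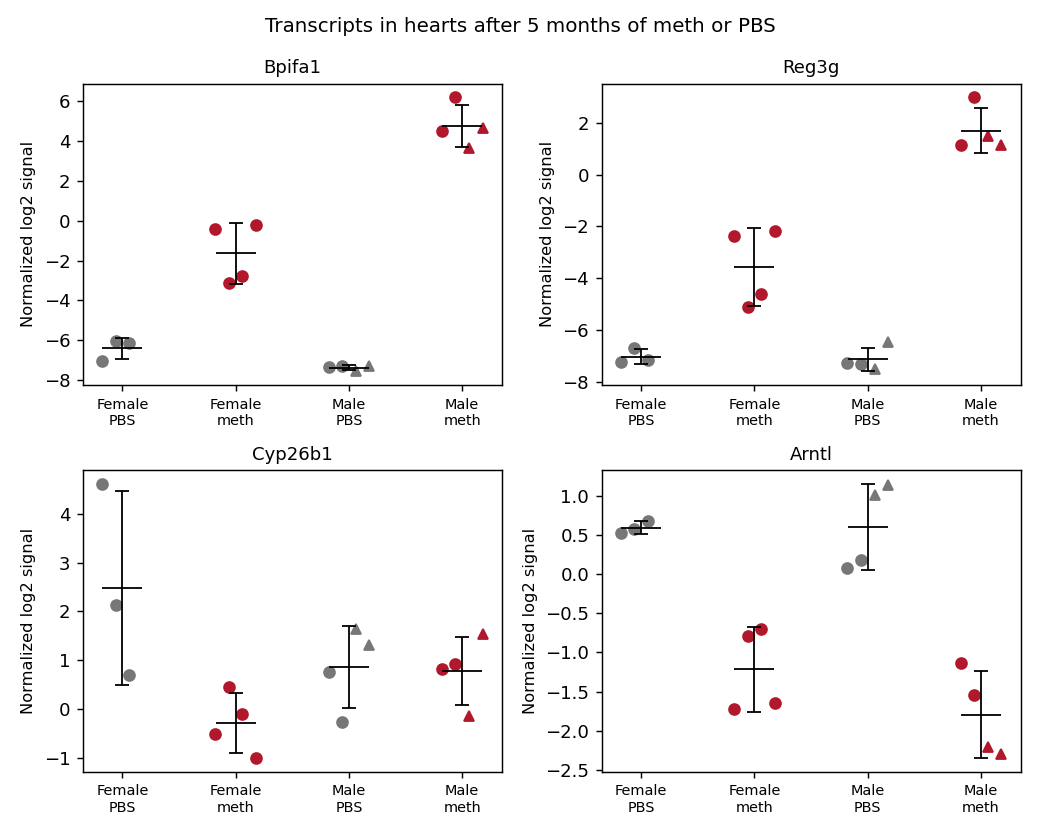
Normalized log2 signal (vertical axes) of Bpifa1, Reg3g, Cyp26b1 and Arntl on each of the 15 arrays by sex and treatment, with trial 1 as circles, trial 2 as triangles, and the mean and SD in black. The male meth arrays lie between 3.65 and 6.20 for Bpifa1, and the female PBS arrays between 0.69 and 4.61 for Cyp26b1.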

Real‐time semiquantitative evaluation confirmed these results.

**Table 2:** Highly dysregulated genes after 5 months of meth exposure

RefSeq	Gene symbol	Fold ∆ by array female (5 month)	Fold ∆ by RT PCR female (5 month)	Fold ∆ by array male (5 month)	Fold ∆ by RT PCR male (5 month)
NM_011126	Bpifa1///Plunc	3.3	8.3	12.1	13.6
NM_011681	Scgb1a1	0.84	3.0	9.3	9.5
NM_011260	Reg3g	3.4	5.0	8.8	9.1
NM_009997	Cyp2a4	1.4	−0.44	8.1	4.4
NM_008522	Ltf	1.7	0.37	7.6	4.6
NM_133681	Tspan1	1.3	−0.88	5.8	1.3
NM_054038	Scgb3a2	1.1	7.7	6.3	14.4
NM_170727	Scgb3a1	1.2	3.6	5.7	5.2
NM_175475	Cyp26b1	−2.8	−3.3	−0.08	−1.8
NM_007489	Arntl	−1.9	0.32	−2.4	−2.9

Highly dysregulated transcripts from 5‐month Meth‐treated mouse model. Only transcripts from known genes that were upregulated by >3.0‐fold or downregulated by <‐2.0‐fold are listed above. Data are presented on a log_2_ scale. 

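All 15 arrays entered the values given here, 4 for each group and 3 for female PBS hearts. The paper states 3 microarrays, and its text does not identify which 3. Among the probes past the threshold, the log2 fold change was above 3 for 57 probes and below -2 for 3 in males, and above 3 for 3 and below -2 for 3 in females. The methods name a paired t-test and not which arrays were paired, and here they were paired by replicate number. By the methods' t-test in this form, the male p of Cyp26b1 was 0.901, and the other genes of Table 2 had a male p of 0.0223 or less, the highest being that of Arntl. In females, with 3 pairs, it gave a p of 0.0291 for Arntl and a p over 0.05 for the other 9 genes. These were 0.065 for Bpifa1, 0.0909 for Reg3g, 0.0508 for Ltf, 0.193 for Cyp26b1, 0.17 for Scgb1a1, 0.516 for Cyp2a4, 0.913 for Tspan1, 0.516 for Scgb3a2 and 0.284 for Scgb3a1. Without pairing, the methods' t-test gave a p under 0.05 for 9 of the 10 genes in males and 5 of the 10 in females. After Benjamini-Hochberg adjustment, none of the female values was under 0.05 in either form. In the limma fit, Bpifa1, Reg3g and Arntl passed the adjusted threshold in females.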

*P* value <0.05 for all microarray values. Data represent the average result from three individual microarrays from three separate mice.

**Figure 6:**
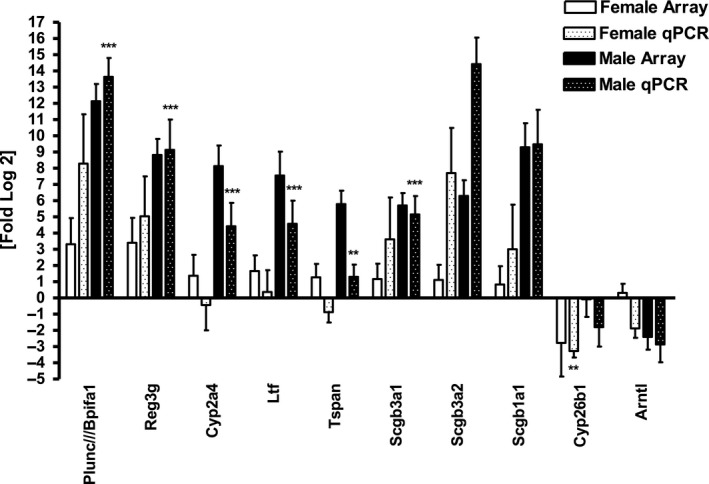
Real‐time confirmation expression patterns of selected highly dysregulated genes from 5‐month chronic Meth‐treated female and male mice. **P < 0.01, ***P < 0.001.

All dysregulated transcripts from male mice displayed the same direction of regulation as the microarray data. Transcripts from female mice, which showed lower overall changes in abundance, were confirmed by real‐time PCR only about 70% of the time. 

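The same direction of change held for all 42 probes that passed the threshold in both sexes, 21 higher and 21 lower after meth. Between PBS hearts of the 2 sexes, 134 probes passed the threshold, 52 higher and 82 lower in males. Scgb1a1 was one of them, with a normalized log2 signal of 0.49 ± 0.60 (SD, n = 3) in female PBS hearts and a male value lower by a log2 value of -5.25 (standard error 0.61, adjusted p = 0.00188).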

Expression levels between females and males listed above were distinct. 

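Scgb3a2 had a log2 fold change of 6.31 (standard error 0.45, adjusted p = 2.23e-05) in males and 0.70 (standard error 0.49, adjusted p = 0.684) in females, a difference of 5.61 (standard error 0.67, adjusted p = 0.00562). Scgb3a1 had 5.70 (standard error 0.42, adjusted p = 3.02e-05) in males and 1.13 (standard error 0.46, adjusted p = 0.36) in females, a difference of 4.57 (standard error 0.62, adjusted p = 0.00995). Neither difference passed the threshold with the replicate block or with the trial 1 arrays alone. For both genes, every male meth array lay above every male PBS array (exact permutation test, p = 0.0286). The differences for Scgb1a1 (10.78, adjusted p = 0.000145), Cyp2a5 (8.99, adjusted p = 0.00343), Cyp2a4 (7.90, adjusted p = 0.000876), Ltf (6.79, adjusted p = 0.00762) and Tspan1 (6.28, adjusted p = 0.0137) went the same way. That of Tspan1 missed the threshold under 5 of 31 alternatives in limma, among them without female PBS replicate 1 (adjusted p = 0.0567) and without female PBS replicate 3 (adjusted p = 0.0504). The log2 fold change of Cyp26b1 was lower in females than in males by 2.69 (standard error 1.03), which did not pass the threshold (adjusted p = 0.534). Males lay below females by a log2 value of -1.88 (adjusted p = 0.312) in PBS hearts and above them by 0.81 (adjusted p = 0.6) in meth hearts, and neither passed.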

Males exhibited much higher upregulation than females for Bpifa1/Plunc, Scgb3a2, Scgb3a1 and Reg3g, whereas females showed more downregulation for Cyp26b1 than males. All results have been submitted to GEO under accession # GSE109790.

## Discussion

We describe functional, structural and molecular differences between female and male mice treated with methamphetamine for 5 months. This model demonstrates the cardiac toxicity and dilated cardiomyopathy also seen in human addicts and recapitulates the clinical observation of greater male susceptibility. Very little change was observed in the echocardiography portion of our 2‐month methamphetamine trial in both sexes and in our histology results. Little functional or histological change was observed at 2 months in either sex.

The sexual dimorphism in survival was striking with 56% mortality among males, mostly in the last month of treatment, and none in females. There is an interesting corollary to this finding in human clinical observations where ER visits for chest pain are much higher among male than female meth addicts and decedents show a large male predominance (Karch et al. 1999; Turnipseed et al. 2003; Ito et al. 2009; Herbeck et al. 2015).

We performed an in vivo assessment of the heart using echocardiography and observed a decrease in cardiac function in males after 5 months of progressively increasing methamphetamine injections. In our 2‐month study, our results reflect an earlier stage in the myopathic process. Although there was a decrease in fractional shortening between treated and control males, as well as a significant increase in the average male HW to BW ratio, we did not detect any mortality or myocardial fibrosis in males or females.

In our 5‐month study, in addition to the marked mortality, we saw a substantial increase in HW to BW ratio, significant decrement in cardiac function and a remarkable increase in the amount of cardiac fibrosis in male compared to female mice. It is evident that dilated cardiomyopathy develops more slowly in methamphetamine‐treated female mice than males. Although not amenable to statistical evaluation, the fibrosis seen in the single surviving male illustrates another important detrimental effect of methamphetamine exposure, which likely contributes to the functional and gravimetric effects that we observed. It is possible that we could be under‐estimating the effect of meth on cardiac function in the male mice, as the mice that died may have had worse function than those that lived, (although we cannot prove this).

To further evaluate the underlying molecular basis for the changes seen in our model we performed transcriptional analysis on the hearts of treated and control mice. We identified several dysregulated transcripts involved in inflammation, metabolic processes and circadian rhythm. 

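Among genes of metabolic enzymes, Cyp2a4 had a log2 fold change of 8.79 (standard error 0.49, adjusted p = 2.89e-06) in males, at least 200-fold higher, and 0.88 (standard error 0.53, adjusted p = 0.604) in females. The other probes of Cyp2a4 gave 8.78 and 6.78 in males. Among circadian genes, a list of 12 that cycle out of phase with Arntl holds Per2, Dbp and Ciart among others. All 12 were higher after meth in each sex. The mean log2 fold change was 1.15 in males (adjusted p = 1.79e-20, limma's camera) and 0.92 in females (adjusted p = 1.23e-15). With camera's estimated correlation, the list passed in males (adjusted p = 0.0326) and not in females (adjusted p = 0.0548). By fry it passed in both sexes (adjusted p = 0.000726 and 0.00327). Of the 12 genes, 8 passed the threshold in males and 2 in females, and adjusted over the list alone 12 and 11 did. The mean normalized log2 signal of this list separated meth from PBS arrays in each sex (exact permutation test, p = 0.0286). Per2 had log2 fold changes of 1.97 (adjusted p = 0.00194) in males and 2.04 (adjusted p = 0.00728) in females. The 4 tested genes in phase with Arntl, itself included, had a mean log2 fold change of -0.87 in males (adjusted p = 0.00392) and -0.57 in females (adjusted p = 0.0616), and adjusted over the list alone 3 and 2 of them passed.

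**Figure D2:**
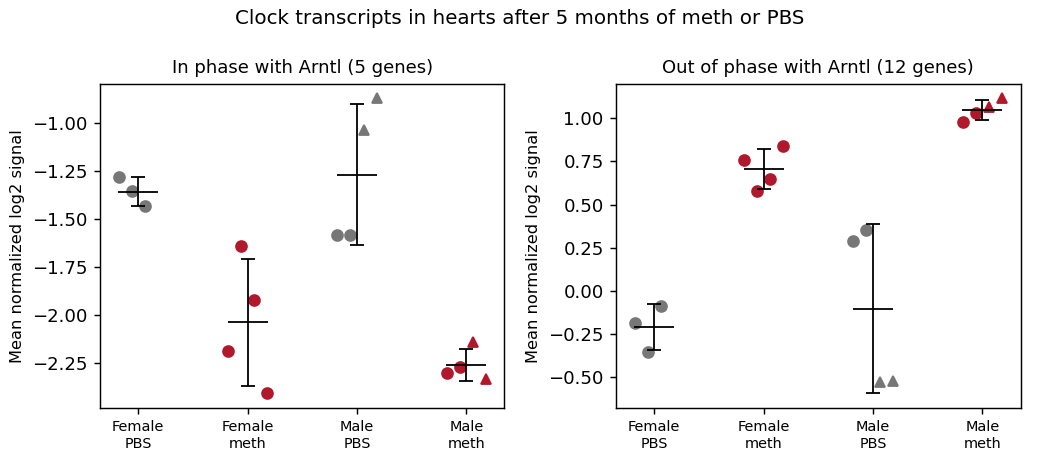
Mean normalized log2 signal (vertical axes) of 5 clock genes on the array in phase with Arntl and of 12 out of phase with it, on each of the 15 arrays by sex and treatment, with trial 1 as circles, trial 2 as triangles, and the mean and SD in black. The male meth arrays lie between 0.98 and 1.12 for the 12 genes, and the male PBS arrays between -0.53 and 0.35.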

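Bpifa1 was at 4.50 and 6.20 on the male meth arrays of trial 1 and at 3.65 and 4.65 on those of trial 2. Its male log2 fold change was 12.68 in trial 1 and 11.59 in trial 2. With each array left out in turn, it stayed between 11.68 and 12.44, and the lowest value of any alternative was 7.52 (adjusted p = 8.36e-06) with normexp background correction. Bpifa1 was first in order of absolute log2 fold change among 14218 genes in each sex.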

Bpifa/Plunc was the most dysregulated transcript. It is thought to have antimicrobial as well as anti‐inflammatory functions in the trachea but is not commonly encountered in the heart, although we have previously found it to be upregulated in a model of chronic doxorubicin toxicity and downregulated in a cardiomyocyte‐specific endothelin‐1 knockout (Yi et al. 2006; Bingle and Bingle 2011; Gally et al. 2011; Lukinskiene et al. 2011).

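An inflammation list of 13 genes, among them Il1b, Ccl2, Cxcl1 and S100a8, had 12 genes that could be tested. In males, 4 of them were higher and 8 lower after meth, with a mean log2 fold change of -0.0045 (adjusted p = 0.808, limma's camera). In females, 9 were higher and 3 lower, with a mean of 0.64 (adjusted p = 0.00152 by camera and 0.38 by fry). The mean normalized log2 signal of the list did not separate female meth from PBS arrays (exact permutation test, p = 0.4). The inflammation list, female meth vs PBS, rose by 0.43 with the replicate block and missed the threshold (adjusted p = 0.0506 by camera). No gene of the list passed the threshold over all probes in either sex, and adjusted over the list alone 0 passed in males and 3 in females. The sexes differed by a mean log2 value of -0.64 (adjusted p = 0.00447 by camera and 0.433 by fry), and with the replicate block the inflammation list, sex difference in the response to meth, had an adjusted p of 0.12.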

Other transcripts related to inflammation were also more abundant in methamphetamine exposed hearts. RegIIIg, Scgb3a2 and IL6 were substantially upregulated in both females and males with the exception of IL6 which was only slightly upregulated in meth‐treated males. 

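In males, Il6 (probe A_51_P217218) was well above background on 2 of 4 meth arrays and on no PBS array, with a log2 fold change of 0.43 (standard error 0.56, adjusted p = 0.815). In females, it was well above background on 4 of 4 meth arrays and on no PBS array. Its female log2 fold change was 2.21 (standard error 0.61), at least 3.71-fold higher, and did not pass the threshold (adjusted p = 0.131; exact permutation test, p = 0.0571).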

IL6, a cytokine produced by inflammatory cells, is responsible for regulation of cell growth, apoptosis, differentiation, and survival in various cell types and organs (Banerjee et al. 2009; Rincon and Irvin 2012). It has pleotropic effects in the heart but is generally thought to be profibrotic (Banerjee et al. 2009). It is thus unclear why IL6 transcript was more abundant in our female mice, however, the function of this cytokine depends on the abundance of its receptor and other aspects of the local milieu, which could be modified by estrogen.

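Il6 was at -2.12, -4.04, -4.87 and -2.63 on the female meth arrays and at -5.39 ± 0.84 (SD, n = 4) in male meth hearts. Between meth hearts alone, males lay below females by a log2 value of -2.16 (standard error 0.63, adjusted p = 0.0948; exact permutation test, p = 0.0571). The response to meth was smaller in males by a log2 value of -1.79 (standard error 0.83, adjusted p = 0.584).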

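In meth hearts, the normalized log2 signal of Reg3g was 1.69 ± 0.87 (SD, n = 4) in males and -3.57 ± 1.51 (SD, n = 4) in females, a difference of 5.37 (standard error 0.71, adjusted p = 0.00189). That of Scgb3a2 was 3.25 ± 0.95 (SD, n = 4) in males and -1.50 ± 0.87 (SD, n = 4) in females, a difference of 4.95 (standard error 0.51, adjusted p = 0.000287). For both transcripts, all 4 male meth arrays were above all 4 female meth arrays (exact permutation test, p = 0.0286). In PBS hearts, Scgb3a2 was -3.06 ± 0.19 (SD, n = 4) in males and -2.20 ± 0.35 (SD, n = 3) in females. The fitted difference of -0.66 did not pass the threshold (adjusted p = 0.575). All 4 male PBS arrays were nonetheless below all 3 female PBS arrays (exact permutation test, p = 0.0286).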

The transcripts for RegIIIg and Scgb3a2 were more abundant in our treated male mice than our females. RegIIIg is known to play a role in innate immune functions and bacterial colonization of the gut (Wu and Chakravarti 2007; Johansson and Hansson 2011; Matsumoto et al. 2012). Like RegIIIg, Scgb3a2 is predominantly expressed in the pulmonary airway epithelium and plays a role in lung inflammation (Chiba et al. 2006; Lu et al. 2011). The marked upregulation of Bpifa/Plunc, RegIIIg and Scgb3a2 suggests a surprising role for immune mediators not previously appreciated to have important roles in methamphetamine cardiomyopathy.

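The male log2 fold changes of Reg3g and Scgb3a2 were 9.35 and 6.84 in trial 1 and 8.30 and 5.78 in trial 2. The differences between the trials, -1.06 for Reg3g and -1.06 for Scgb3a2, did not pass the threshold (adjusted p = 1 for both). In the same male hearts, the mean log2 fold change was 2.57 for 16 tested genes of secretory airway cells. It was 2.27 for 9 tested genes of ciliated airway cells. The paper names none of these genes. By limma's camera with its preset correlation between genes, the adjusted p was 6.48e-27 and 8.62e-19. The estimated correlations were 0.31 and 0.48. With these in camera, the adjusted p was 0.0322 and 0.0326. The median log2 fold changes of the 2 lists were 1.53 and 1.17 with genes below background set at their bound. From the higher abundance of Bpifa1, Reg3g and Scgb3a2, the paper proposes that immune mediators take part in methamphetamine cardiomyopathy.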

In summary, we have developed a chronic mouse model of meth‐induced cardiomyopathy that is similar to the clinical presentation seen in human patients. We have determined that long‐term meth exposure increases HW to BW ratios in both male and female mouse hearts while substantially reducing the survival rate of our males. It appears that this long‐term exposure is important to obtain and evaluate cardiac pathology, especially as these changes were not seen with a shorter, 2‐month, treatment schedule.

Additionally, with the long‐term protocol that we used, meth treatment contributes to the development of cardiomyopathy in male mice with less effect on females. We have identified several highly dysregulated transcripts, Bpifa/Plunc, IL6, RegIIIg, and Cyp26b1, that may play a role in heart protection or injury and may do this by regulating important pathways involved in inflammation or toxicity. It is interesting that we find a gender discordance in rates of death, HW to BW ratios, cardiac dilation, and histological evidence of fibrosis. Although the hearts of treated female mice do show some evidence of dilation and dysfunction, death, perhaps due to dysrhythmia, is disproportionately found in the males. One possible explanation could be that estrogen has a greater protective role in the heart during the course of drug use than previously thought. Another possibility is that females metabolize methamphetamine more efficiently and/or with less toxicity and that this pharmacokinetic effect protects the female heart. It will be important to determine how estrogen, or female gender, affects meth metabolism in long‐term users. Future studies in rodents may help to elucidate how this popular and devastating drug selectively damages the heart in men.

## Conflict of Interest

None declared.

## Supporting information

**Table S1.** RNA abundance in the heart after 5 months of meth treatment. All transcripts > 3‐fold more abundant or < 2‐fold less abundant are shown for both male and female mice. Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

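Heart RNA was measured on 15 Agilent 1-colour mouse arrays, taken from the labels as 1 mouse to an array. They were 4 males given meth, 4 males given PBS, 4 females given meth and 3 females given PBS, all after 5 months. Sex, treatment and replicate number were taken from the sample labels. The trial was taken from the paper, which places all females in 1 trial, and the trial that part of the labels gives for 3 female arrays was tried as an alternative. The paper's text does not identify which 3 arrays entered each of its values, so all arrays were used.

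The authors labelled the RNA with Cy3, hybridised it, scanned the slides and extracted a background-subtracted intensity for each spot with Feature Extraction. These deposited intensities are not normalized between arrays. The authors also deposited a table of log2 values for the same arrays, which equals the log2 signal of each probe plus a constant for each array, with the same 75th percentile in every column, and it was used as an alternative. The paper names Genespring for the analysis and no normalization. Flags for saturation, for outlier spots and for a signal well above background come from the same software. No spot was saturated, and the lowest signal was 1.73.

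From these files, control spots were left out, spots flagged as outliers were set to missing, and the log2 signals of the spots of a probe were averaged. Each array was shifted by its 75th percentile over non-control probes. The 28358 probes well above background on at least 3 of the 15 arrays were tested, out of 41174, and 23844 were well above background on all 15. Gene symbols come from matching the identifiers of the probes to RefSeq genes, which gave one for 26918 probes and 18350 genes, and 14220 of these genes were tested. A gene is given by the probe with the accession of Table 2 where there is one, and otherwise by its probe with the highest mean signal. The genes named are those the paper names, 5 sex-linked genes, for each comparison the 5 with the largest absolute log2 fold change past the threshold whose meth and PBS arrays do not overlap, and list members where a list is reported. A few list genes named to show their levels were chosen after their values were seen. Depth on these arrays is the signal over background: 61.4% to 71.4% of probes were well above background, and a transcript below it has only a bound. The number of arrays limits the precision.

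The comparisons were fitted with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, all 15 arrays in a single fit with the 4 groups and the trial as a covariate, so that the groups share an estimate of the spread for each probe. Contrasts were meth against PBS in males and in females, the difference between these, and male against female PBS hearts. The male response within each trial came from a fit with a group for each trial. P-values are two-sided and were adjusted by Benjamini-Hochberg over all probes tested, with a threshold of 0.05. Exact permutation tests enumerated every regrouping of the arrays. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.

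Gene lists were tested in 3 contrasts with limma's camera (preset correlation 0.01) and adjusted over 60 tests. The 20 lists, fixed with the comparisons at the outset, were secretory airway, ciliated airway, alveolar, epithelial, tracheal cartilage, thymus, thyroid, brown fat, white fat, liver, skeletal muscle, atrium, red blood cell, B cell, cardiomyocyte, cardiac stress, fibrosis, clock genes in phase with Arntl, clock genes out of phase with Arntl, and inflammation. Genes the paper names were left out of the airway lists. The same lists were tested with fry, with camera's estimated correlation and, as an alternative added later, over every list gene on the array without the filter.

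The fit was tested on simulated data of 28358 probes. For each comparison within a sex, 200 probes were changed by a log2 value of 2. For the difference between the sexes, 400 were changed. The fit called 95.5% of the changed probes in the male comparison and 96.5% in the female one. Of its calls, 3.54% and 7.21% were unchanged probes. For the difference between the sexes it called 91.5% of the 400 changed probes, with 5.43% of the calls on unchanged ones. For the difference between the male trials it called 78.0%. These rates hold for the simulated data only and do not bound false calls on the real arrays. There, a split of the female arrays that follows a slide and a scan gave 9481 probes.

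Whether replicate numbers pair the arrays was checked by the correlation, over 23808 probes, of the deviations of same-numbered meth and PBS arrays from their group means. In females it was 0.30, 0.44 and 0.66 for numbers 1, 2 and 3, and the arrays of each number share a slide, so the female numbers pair arrays by slide. The female result with the replicate number as a block is given beside the unblocked one where the block changed a call.

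The alternatives were normexp background correction with an offset of 50, computed on the median pixel signal because the files hold no mean pixel signal, on which it had been set, quantile normalization, a shift by the median, a floor on low signals, no filter and a filter on all 15 arrays, outlier spots kept, no trial term, the trial of the labels, the replicate block, each sex fitted alone, trial 1 arrays alone, slide or scan as a block, array weights, a robust trended spread, the authors' table, other probes of a gene, the methods' t-test, paired by replicate number as the methods name no pairs, and unpaired, and each array left out in turn. Other splits of the arrays, at most 100 for a comparison, were refitted with the same models. The echocardiography, survival, histology and real-time PCR results were not analysed here, nor were hearts of the 2-month study.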

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

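The comparisons, the gene lists and the tests of airway tissue, lung parenchyma and circadian phase were set before the data were examined. The count of airway genes without the filter and the tests by other splits of the arrays, tracheal cartilage, levels in PBS or meth hearts, adipose tissue, lung and liver RNA, liver RNA for the Mup genes and a noisy array were chosen only after the result was seen.

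The response to meth differed between the sexes for 39 probes. Splits of the 15 arrays into groups of the same sizes exchanged the sexes within each treatment, so differences between the sexes added to the spread. Such splits cannot exclude chance for a difference in response. Among 100 of them, the real one included, 3 gave at least as many probes. The other 2 of them, with 9280 and 4693 probes, were those whose groups and trial term account for the largest shares of the contrast between slide 4 and the other slides, 100% and 74.0%. The next shares were 56.7%, 52.1% and 52.1%, in splits that gave 0 probes in limma, and the real grouping had 30.6%. With slide 4 as a block, the real grouping gave 67 probes, the split with 4693 gave 0 in limma, the split with 9280 could not be fitted, and another split, with 37 probes unblocked, gave 115. With each slide as a block, 50 probes passed, 36 of them among the 39. With the replicate number as a block, limma called 0, so this result depends on how the arrays are blocked. The male log2 fold change was larger by 7.36 for Bpifa1, 10.78 for Scgb1a1, 7.90 for Cyp2a4, 8.99 for Cyp2a5, 6.79 for Ltf, 6.28 for Tspan1, 5.61 for Scgb3a2 and 4.57 for Scgb3a1. Bpifa1, Cyp2a4, Cyp2a5, Ltf and Tspan1 were not well above background on any male PBS array, so the sizes of their differences depend on the background. For Scgb1a1, a higher level in female PBS hearts may account for part of the difference, since male PBS hearts lay at -5.25 relative to female ones. For Bpifa1 that explanation is argued against, since male meth hearts themselves lay above female meth hearts by 6.72. A difference between the sexes in response stays open for Bpifa1.

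In data the paper does not analyse, genes of airway epithelium rose in male meth hearts. The mean log2 fold change was 2.57 for the secretory airway list and 2.27 for the ciliated airway list in males, and 0.23 and 0.067 in females. The difference between the sexes was 2.34 for the secretory list and 2.21 for the ciliated list. Of 25 tested airway genes the paper does not name, 24 were higher and 17 passed the threshold, 11 secretory and 6 ciliated. Adjusted over the list alone 14 secretory and 8 ciliated genes passed. A gene silent in PBS hearts passes the filter only where meth hearts give signal, so all 32 airway genes on the array were also counted without it, and 31 had a higher mean in male meth hearts. Without the filter, the airway_secretory list, male meth vs PBS, rose by 2.45 (adjusted p = 1.35e-33) and the airway_ciliated list, male meth vs PBS, by 1.62 (adjusted p = 7.86e-22). Of the 32, 10 were well above background on all male PBS arrays, so heart samples also give signal for those, and 9 of these were higher and 5 passed. The ciliated genes Foxj1 and Tmem212 were not well above background on any male PBS array and were so on all 4 male meth arrays, at least 2.64-fold and at least 4.57-fold higher. Of the genes on the array, 8 of 17 secretory and 11 of 15 ciliated ones were not well above background on any male PBS array. The median log2 fold changes of 2.77 and 2.54 become 1.53 and 1.17 with tested genes below background at their bound. The abundant secretory gene Cyp2f2 reached 2.73, 4.50, 1.72 and 2.85 on the male meth arrays against a male PBS mean of -2.07. The 4 male meth arrays stood in one order, out of 24 possible, by the secretory list, the ciliated list, the epithelial list and 7 of the 9 airway genes the paper names. A candidate explanation is airway tissue in some samples, for which the value of 31 of 32 was the test. Lung parenchyma is argued against, since Sftpc, which the array measured in female hearts, had a male log2 fold change of 0.37 and was not well above background on any male array. The alveolar list rose in males by 1.08 (difference between the sexes 1.70) through Sftpd (at least 3.24-fold) and Sftpa1 (at least 1.74-fold), the 2 of its 6 tested genes that passed, and its median with genes at their bound was 0.37. Cartilage of the trachea cannot be told apart from its absence: the list's mean was -0.016, and 5 of its 11 genes were well above background on all male PBS arrays, which would hide a small share. The epithelial list rose by 1.21 in males (difference between the sexes 1.23, median with genes at their bound 0.98), and the thymus list by 0.31 (difference 0.52), with no thymus gene past the threshold. An induction of airway genes in the heart by meth stays open and was not tested.

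Chance cannot be excluded for the number of lists called. In males, 10 lists were called, and 3 of 34 splits gave at least as many. In females, 5 lists were called, and 12 of 35 splits gave at least as many. For the difference between the sexes, 7 lists were called, and 37 of 100 splits gave at least as many. Of the 22 calls by camera, 13 hold under fry, which leaves out thymus, atrium, red blood cell, fibrosis and inflammation. With camera's estimated correlation 4 hold, the secretory list in males and for the sex difference, the ciliated list in males, and the clock genes out of phase with Arntl in males.

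Clock genes were not analysed by the paper beyond Arntl. The list out of phase with Arntl rose by 1.15 in males and 0.92 in females. The list in phase, Arntl included, fell in males, with a mean of -0.87. In females its mean was -0.57 and did not pass (adjusted p = 0.0616, limma's camera). In males, Arntl itself was at -2.40, Nfil3 at -0.81 and Clock at -0.50. Cry1 was higher in both sexes, at 0.23 in males and 0.29 in females. Of the 12 genes out of phase, 11 were well above background on all male PBS arrays, as were 4 of the 5 in phase, so the heart expresses both lists. The lower Arntl was consistent with a different circadian phase at tissue collection, for which the value of 1.15 was the test. Male PBS hearts also differed between trials, with a median log2 difference of trial 2 minus trial 1 of -0.61 over the genes out of phase and 0.84 over those in phase. An effect of meth on the clock at one time of day stays open as well, and the paper's text does not give the time of collection.

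White fat genes rose in both sexes, by 1.23 in males and 1.28 in females, in all 5 tested genes. Adjusted over the list alone 4 of these genes passed in males and 5 in females, and 5 of 6 on the array were well above background on all male PBS arrays. More adipose tissue in the meth samples and a change of these genes within the heart cannot be told apart, since the value of 1.28 in females is the pattern itself. The brown fat list did not rise past the threshold. Per array, the white fat means separated meth from PBS in females (exact permutation test, p = 0.0286) and not in males (exact permutation test, p = 0.0857). The atrium list rose by 0.26 in males and 0.43 in females with no gene past the threshold, and red blood cell genes rose by 0.75 in females. With the replicate block, the blood_red list, female meth vs PBS, was at 0.58 (adjusted p = 0.195, between 0.00259 and 0.448 over the alternatives). With that block, the atrium list passed in females and no longer passed in males. Neither list held under fry, and no explanation was tested for them.

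The fibrosis list rose by 0.53 in males, and by 0.23 more in males than in females. A single heart carried much of this: male meth trial 2 replicate 1 stood at a mean normalized log2 signal of 2.35, with the other male meth arrays between 1.24 and 1.38. Without it, the male value was 0.26 (adjusted p = 0.00102) and the difference between the sexes was -0.046. A failed array is argued against, since the cardiomyocyte list stood at 6.87 there, within the male meth range of 6.83 to 7.02. A noisy array cannot be excluded by this value, since it averages 11 genes, mostly of high signal. The array weight of that array was 0.76, the lowest of the male arrays, and the female meth arrays had lower ones, from 0.46 to 0.60. The cardiac stress list was also highest on that array, at 5.34 against 4.01 to 4.48 on the other male meth arrays. That value did not count as far from the others. A heart with more fibrosis stays open and was not tested. All 14 fibrosis genes on the array were well above background on all male PBS arrays.

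Of 96 groups of 4 arrays examined for 1 array far from the others, 5 had one, where chance gives about 5 percent. They were that fibrosis value, Bpifa1 at -7.56 and Tspan1 at -7.51 on male PBS trial 2 replicate 1, where neither was well above background, Scgb3a1 at -2.05 on male PBS trial 2 replicate 2, and red blood cell genes at 2.71 on male PBS trial 1 replicate 2. No explanation was tested for the last 4.

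The inflammation list, female meth vs PBS, rose by 0.64, and males differed from females by -0.64. Female meth arrays 1 and 4 lay at a mean of -1.05 and -1.08, and arrays 2 and 3 at -2.40 and -2.49. The female PBS arrays lay between -2.48 and -2.19, so these means did not separate meth from PBS (exact permutation test, p = 0.4). Without female meth replicate 1 the female value was 0.39 (adjusted p = 0.0782), and without female meth replicate 4, or with the replicate block, it was 0.43 (adjusted p = 0.0506). Over all alternatives its adjusted p lay between 1.29e-06 and 0.533. No explanation was tested.

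In female hearts, transcripts the paper does not discuss changed with meth: Mup6 by 3.01 (at least 4.28-fold), Mup1 by 2.86 and Sftpc by -2.08. Sftpc with the replicate block was at -1.98 (adjusted p = 0.0649, between 0.00984 and 0.606 over the alternatives) and Mup1 had an adjusted p of 0.148 (between 0.000371 and 0.156). With normexp, Mup6 was at 0.91 (adjusted p = 0.161, the highest of its alternatives). Mup1 also rose in males, by 2.94 (adjusted p = 0.0114, at least 4.73-fold), although with normexp its male value was 0.68, and its adjusted p lay between 0.00604 and 0.483 over the alternatives. Between PBS hearts, 6 of 11 tested alveolar and liver genes were lower in males than in females past the threshold and 0 were higher in limma. Alb, Sftpc and Mup1 were well above background on all 3 female PBS arrays and on no male PBS array, with Sftpc at least 10.4-fold and Mup1 at least 17.7-fold higher in females. Lung and liver tissue or RNA in the female samples cannot be told apart from expression of these genes in the female heart, since the value of 6 of 11 is the pattern itself. All 6 genes had one order across the 3 female PBS arrays, highest in replicate 2 and lowest in replicate 1. The other tested genes of these lists did not have that order. Differing amounts of such tissue or RNA would give a shared order, but an order of 3 arrays does not exclude expression in the heart. Other genes of these tissues gave little signal in female PBS hearts: Sftpb, Sftpa1, Cldn18 and Ttr were not well above background on any of the 3 arrays, and Ager was on 1. More liver tissue or RNA in the meth samples is argued against for the rise of Mup1 and Mup6, since the liver list had a mean of -0.54 in females, with Alb at -0.95, Apoh at -0.86, Fgb at -0.85 and Serpina1d at -0.79, and only Ahsg higher, at 0.75. On the male arrays, Alb was not well above background. A response of the Mup genes to meth in the heart stays open. They are a family of near copies, so these probes could measure more than one of them.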

How the results depend on the processing

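The averaging of resembling female arrays, the slide block for PBS hearts and gene lists, and the replicate block and no filter for gene lists were chosen only after the result was seen. Over counts of probes or lists, 84 of 139 settings stayed within 1.5 times the count reported and 55 did not. Over named genes in limma, 944 of 1041 kept their direction and side of the threshold, 80 no longer passed, 8 newly passed and 9 changed direction. Over lists, 421 of 484 kept both, 62 no longer passed and 1 changed direction. A floor at a signal of 1 moved nothing, since no signal lay under 1, and each sex fitted on its own gives no difference between the sexes. The causes of the changes in this part were not tested, unless given.

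The male count of 313 became 54 with normexp, 180 with no filter, 177 with each sex on its own, 43 with trial 1 arrays only, 524 with the slide block, 667 with the scan block and 1206 with array weights. The methods' t-test unpaired gave 3733 probes at an unadjusted p under 0.05 and 19 after adjustment, and paired 4233 and 0. With each array left out, the count ranged from 119 without male PBS trial 1 replicate 2 to 314 without female meth replicate 2, and leaving out any 1 of 7 male arrays moved it by more than 1.5 times.

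The female count of 218 became 28 with normexp, 132 with quantile normalization, 121 with the median shift, 92 with no filter, 60 with no trial term, 21 with each sex on its own, 69 with trial 1 arrays only, 412 with the slide block, 511 with the scan block and 96 with array weights. Averaging the female meth arrays that resemble each other gave 27. The methods' t-test unpaired gave 2364 at an unadjusted p under 0.05 and 0 after adjustment, and paired 2829 and 0. With each array left out, the count ranged from 38 without female PBS replicate 2 to 200 without male meth trial 1 replicate 2. The scaling moved the share of higher calls: 26.6% of female calls were higher (58 of 218), against 37.1% with quantile normalization (49 higher, 83 lower) 54.5% with the median shift (66 higher, 55 lower) and 75% with normexp (21 higher, 7 lower). With no trial term, 30 were higher and 30 lower.

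For the difference between the sexes, the count of 39 became 14 with normexp, 12 with probes above background on all 15 arrays, which leaves out genes silent in PBS hearts, 9 with trial 1 arrays only, 67 with the scan block and 23 with the averaged arrays. With each array left out it stayed between 28 and 48. For the difference between the male trials, the count of 0 in limma (1276 at an unadjusted p under 0.05) became 1 with probes above background on all 15 arrays. Leaving out 1 male array gave 0 to 60, with 60 without male PBS trial 1 replicate 2, 8 without male meth trial 2 replicate 2 and 3 without male PBS trial 2 replicate 1.

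The replicate number as a block gave 167 male calls, 136 of them among the 313, 109 female calls, 71 of them among the 218, and 0 for the difference between the sexes. The male numbers do not pair the arrays: the correlations of their deviations were -0.085 in trial 1 and 0.0099 in trial 2. With the block, Arntl had an adjusted p of 0.0572 in males. In females, Bpifa1, Reg3g, Arntl, Mup1 and Sftpc no longer passed, and for the difference between the sexes none of the 8 genes that passed did. The alveolar and atrium lists in males, the red blood cell and inflammation lists in females, and the inflammation list for the sex difference no longer passed. No other call of a named gene or list was lost with the block.

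Several values changed direction. Tspan1 in females was -0.13 with the replicate block and ranged from -0.49 to 0.48 with each array left out. Cyp26b1 in males was 0.62 with trial 1 arrays only, 0.10 with array weights and -0.43 to 0.39 with each array left out. The difference between the sexes in Arntl was 0.35 with trial 1 arrays only. That of the fibrosis list was -0.046 without male meth trial 2 replicate 1 and 0.40 without male meth trial 2 replicate 2, the ends of its range with each array left out. Of these, only the fibrosis list had passed the threshold.

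By the methods' t-test, adjusted over all probes, the 9 airway genes of the paper passed in males without pairing (adjusted p from 0.0136 to 0.0437) and did not pass paired (0.213 to 0.244). In limma they passed in males under every alternative in which they were tested, with Bpifa1 between 7.52 and 12.68, the lowest with normexp and the highest with trial 1 arrays only. In females, Bpifa1 no longer passed under 5 of 23 alternatives in limma (1.89 to 5.26, highest adjusted p 0.455 with normexp), Reg3g under 14 of 23 and Arntl under 17 of 24. Of the 22 list calls, 13 held under fry and 4 with the estimated correlation. A signal below background limits what can be said of the size of a change: Bpifa1, Reg3g, Cyp2a5, Cyp2a4, Ltf and Tspan1 have only a lower bound in males. That bound is for the background-subtracted signal, and normexp values can lie below it.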

Differences from the paper's values

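All comparisons in this part use the log2 scale of Table 2, and the alternatives were set before the data were examined unless said otherwise.

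For Bpifa1 in females, the paper's log2 fold change is 3.3 and the fitted value here is 4.77. Bpifa1 was not well above background on any female PBS array, so the fitted values depend on the background. Only the lower bound of 3.73 (at least 13.3-fold) can be held against the paper's value, and the normexp value lies below it. Whether a fitted value falls within the replicate spread of the paper's value therefore decides nothing. The fitted value lies within that spread with the replicate block (4.31) and without female meth replicate 1 (4.37) or 4 (4.31). It does not with normexp (1.89), run on the median in place of the mean pixel signal, quantile normalization, the median shift, the other filters, fits and blocks, the authors' table, any other array left out, or the averaged female arrays, an alternative chosen after the result was seen.

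For Scgb1a1 in females, the paper's log2 fold change is 0.84 and the value here is -1.48. No alternative comes within the replicate spread, and the values range from -1.79 to -1.16. For Tspan1 in females, the paper's is 1.3 and the value here is 0.048. No alternative comes within the replicate spread, and the closest is another probe of the gene, at 0.83. Tspan1 was well above background on only 1 of 4 female meth and 1 of 3 female PBS arrays, and by the other probe on 1 of 4 and 0 of 3, so these values are mostly background signal and decide little about the paper's. For Arntl in females, the paper's value in Fig. 6 is about 0.3, read by eye, and the value here is -1.81. No alternative comes within the replicate spread, and the closest is normexp at -1.46. Table 2 gives the paper's array value as -1.9, which lies within the replicate spread of the value here. Its real-time PCR value there is 0.32, near the value read from Fig. 6, whose caption names real-time confirmation. The value read from Fig. 6 may thus not be an array value, and no difference from the paper's array value of Arntl was found.

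The paper gives a p under its threshold for all array values of Table 2. By the methods' t-test, paired by replicate number, that holds for 9 of the 10 genes in males and 1 of the 10 in females, Arntl (a p of 0.0291). The exceptions are Cyp26b1 in males (a p of 0.901) and the other 9 genes in females (a p of 0.0508 to 0.913). Without pairing it holds for 9 and 5 of the 10, with the exceptions Cyp26b1 in males (a p of 0.882) and Scgb1a1, Cyp2a4, Tspan1, Scgb3a2 and Scgb3a1 in females (a p of 0.0671 to 0.96). The paper does not state which arrays were paired.

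The paper places Arntl among the most dysregulated transcripts in males. Here it was 51 in order of absolute log2 fold change among 14218 genes and first among the lower ones. The paper places Cyp26b1 among the most dysregulated in females, where it was 5 in order and did not pass the threshold (adjusted p = 0.127, limma). Without female PBS replicate 3 it passed (adjusted p = 0.0451), the lowest of its 24 alternatives in limma, which reached 0.429. The paper describes a much higher rise of Reg3g in males than in females. The difference of 5.36 did not pass the threshold here (adjusted p = 0.0527) and passed under 7 of 30 alternatives in limma: normexp, the median shift, no trial term, array weights, the trended robust spread, and without female meth replicate 1 or 4, with adjusted p from 0.0272 to 0.0468. The paper describes Scgb3a2 as substantially higher in both sexes. The female log2 fold change was 0.70 (adjusted p = 0.684) and between 0.40 and 0.94 under its alternatives. The paper describes Il6 as substantially higher in females, where its log2 fold change of 2.21 did not pass the threshold (adjusted p = 0.131, lowest of any alternative 0.0655).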

Other observations

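The slide block and the gene lists were planned, and the tests by other splits, the use of the slide block to test slides as a cause, and the tests of the resembling arrays and the spike-in were chosen only after the result was seen.

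In males, 1 of 34 splits of the arrays, the real one, gave at least 313 probes, and the largest other gave 1, so chance can be excluded. A split of the male arrays by trial, without the trial term, gave 1206 probes. Differences between slides are argued against as the whole cause, since 295 of the 313 passed again with the slide as a block. Male PBS hearts of trial 2 and trial 1 differed in 135 probes, 84 higher and 51 lower in trial 2.

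In females, 4 of 35 splits gave at least 218 probes, so chance cannot be excluded by this count. The largest of them, with 9481 probes, sets the 3 arrays of slide 4 against the others and so follows a slide and a scan, and the others gave 1312 and 508. With the slide as a block, 412 probes passed, 210 of them among the 218, so differences between slides are argued against as the whole cause. Since the female numbers pair arrays by slide, the 8 splits that part all 3 pairs were compared: the real one was the only one of them with as many probes, and the others gave 0. Between PBS hearts of the sexes, 1 of 35 splits gave at least 134 probes, and chance can be excluded.

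Female meth arrays 1 and 4, and 2 and 3, departed from their group together. Across 23808 probes, the difference between female meth arrays 1 and 2 and that between arrays 4 and 3 had a correlation of 0.56, and of 0.48 once the directions of the 11 other arrays were removed. Similar pairs of differences elsewhere had correlations of 0.033, 0.0042 and -0.044. Probes are not independent replicates. One RNA hybridised on 2 slides could give such values, and so could a shared cage or dissection, and they cannot be told apart because the spread between arrays of one RNA on these slides was not measured. Averaged in those pairs, the female arrays gave 27 probes past the threshold, 25 of them among the 218.

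Lists that did not pass the threshold had these mean log2 fold changes in males and females. Tracheal cartilage had -0.016 and 0.11, thyroid 0.085 and 0.31, brown fat 0.10 and 0.27, and liver 0.064 and -0.54. Skeletal muscle had 0.073 and 0.11, B cell 0.089 and -0.40, cardiomyocyte -0.11 and 0.0030, and cardiac stress 0.11 and 0.18. In males, the sign of the camera test was the other one for tracheal cartilage, brown fat and skeletal muscle, whose medians were -0.13, -0.10 and -0.10. Red blood cell genes had 0.50 in males, fibrosis 0.31 in females, the clock genes in phase with Arntl -0.57 in females, the thymus list -0.21, the alveolar list -0.61 and the epithelial list -0.023 in females. Of these genes, male PBS hearts had all 11 cardiomyocyte and 8 cardiac stress genes well above background on every array.

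The spike-in probe E1A_r60_1, added RNA of known amount, lay at a normalized log2 signal of 6.20 to 6.28 on slide 4 and of 9.33 to 9.75 on slides 1 to 3.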
